A study of Mus musculus with 17 samples. Its data were reported in "Dapagliflozin alleviates renal inflammation and protects against diabetic kidney diseases, both dependent and independent of blood glucose levels" (2023).

How the data were processed

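The assay for transposase-accessible chromatin with sequencing (ATAC-seq) was applied to kidney cells from 17 mice, with 20000 cells per library. Wild-type C57BL/6 mice formed the Ctrl group (n = 5). Diabetic db/db mice, which carry a leptin receptor mutation on the BKS background, formed the Case group (n = 6). The Dapa group (n = 6) held db/db mice given dapagliflozin, an inhibitor of the glucose transporter SGLT2, at 1 mg/kg/day for 6 weeks from 8 weeks of age. The groups came from the sample labels, which name no batch. Genotype, diabetes and background strain changed together between Ctrl and the db/db groups and form a single factor here.

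The authors aligned the reads to the mouse genome build mm10 with Bowtie2 within the ENCODE pipeline, removed duplicates and blacklisted regions, and called peaks with MACS2. The deposited files list, for each library separately, the position of each MACS2 summit with a score on the −log10 scale of the caller's p-value or q-value, and which of these was not stated. The score is the authors' own value for each summit and depends on sequencing depth. Read totals were not used here, so the depth of each library is unknown and no counting intervals are given. The highest summit position on chromosome 1 was 195371867, which lies within that chromosome in mm10. No pair among the 136 pairs of libraries had identical lists, and at most 0.797% of summit positions were shared to the base.

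Summits on 19 autosomes, X and Y were used. To keep list length from setting the comparisons, each library was represented by its 29702 highest-scoring summits, the length of the shortest list. Scores served to describe each list and to rank or filter summits within it. They were compared directly between lists only in the comparison that was set aside, described further on. The alternative with scores of at least 5 applied the same cutoff to every list, so its counts also depend on scores being comparable between lists. Promoter share was the percentage of summits within 1 kb of a transcription start in the GENCODE annotation of the same build (141730 transcripts of 55413 genes). For overlaps, summits were extended by 250 bp to each side, and the Jaccard index of a pair of libraries was the number of shared regions divided by the number in either. Consensus regions were the merged extended summits of all 17 libraries found in at least 2 libraries. A library had a region when at least 1 of its summits lay in it.

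Single values per mouse were compared between groups by exact permutation tests of the difference in means over all relabellings, 2-sided. The mean Jaccard index within groups minus that between them was tested in the same way. Presence of each consensus region was compared by Fisher's exact test, 2-sided, with Benjamini-Hochberg adjustment over the regions whose number of libraries allowed an unadjusted p under 0.05. The threshold was an adjusted p under 0.05. Reversed regions were those whose share of mice with a summit differed by at least 0.5 between Case and Ctrl and by at least 0.5 in the opposite direction between Dapa and Case. Candidate genes were Isg15, Btla and Csf2rb, which the study selected from these mice, so their tests are not independent evidence. A gene had a summit when one lay between 2 kb upstream of it and its end. Slc5a2, which encodes SGLT2, was described beside them. The 4 gene lists held 39 interferon response and antigen presentation genes, 25 kidney epithelium genes, 25 leukocyte genes and 20 housekeeping genes, and all were found in the annotation. The value of a list was the percentage of its genes with a summit within 1 kb of a transcription start, with adjustment over the 12 list tests. The interferon list holds 1 of the candidate genes and the leukocyte list the other 2.

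The groups, tests, gene lists and the rule for naming regions were fixed before the data were examined. By that rule the candidate genes and Slc5a2 are always named. For each comparison, up to 5 regions past the threshold in each direction are named, or the first 2 in each direction where none passed, in the order of p, difference in presence and mean rank. A comparison of median summit scores between groups was also planned and was computed. It was set aside after its values had been seen, because the scores are the authors' own and can be compared only within a list. Its 3 tests still count in the family of 13 single-value tests over which p-values were adjusted. The alternatives were summits with a score of at least 5, autosomes only, summits within 500 bp merged, a promoter distance of 3 kb, all summits in place of equal-length lists, the 14851 highest-scoring summits, extensions of 100 and 500 bp, regions in at least 3 libraries, all consensus regions tested, a presence difference of 0.67, other gene windows (10 kb to each side, or 1 kb around transcription starts), same-numbered Ctrl and Case mice treated as pairs, and each mouse left out in turn. For each comparison of regions, 100 splits of the mice into groups of the same sizes were evaluated, the real one included. The pairing by number was not used in the main tests.

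The region test was tested on simulated data before use. With 200 changed regions, present in a share of 0.95 of 1 group and 0.05 of the other, 90% were recovered at an unadjusted p under 0.05 for Case against Ctrl (46335 regions), 86% for Dapa against Case (46291 regions), 84% for Dapa against Ctrl (46434 regions) and 99.5% for db/db against Ctrl (46512 regions), and 0% passed the adjusted threshold in each of the 4 comparisons. A set of 2000 changed regions was added after that result. The adjusted threshold was then passed by 54.4% in Case against Ctrl (46595 regions), 53.9% in Dapa against Case (46640 regions), 56.6% in Dapa against Ctrl (46657 regions) and 79.2% in db/db against Ctrl (46607 regions). The unchanged regions past the threshold in those runs numbered 12, 7, 18 and 26.

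To look for near-identical copies, the 501 bp around region midpoints were aligned to the main chromosomes of the reference genome with minimap2. A second copy covered at least 50% of that length at 90% identity or more. GC content was taken from 100 bp to each side of each summit. Crowding of regions was measured by the number of pairs in the same 5-Mb window, against 1000 draws matched on the number of libraries with the region. A mouse was set apart from its group when the gap to its nearest neighbour, divided by the range of the group, exceeded Dixon's 95% critical value. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and minimap2 2.31 were used. The reads, the RNA sequencing of the study and its read-based differential test were not analysed here.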

Results

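ATAC-seq summits were compared between kidneys of healthy mice (Ctrl, n = 5), diabetic db/db mice (Case, n = 6) and db/db mice treated with dapagliflozin (Dapa, n = 6). Each library was given as a list of positions where accessibility peaked. Ctrl libraries held 45444 ± 7197 summits (SD, n = 5), Case libraries 37299 ± 8784 (SD, n = 6) and Dapa libraries 40574 ± 6987 (SD, n = 6). The smallest list was that of Case 4, with 29702 summits, and the largest that of Ctrl 2, with 56659. The lowest score lay just above 2 in every library. The median score ran from 4.60 to 6.40 over the 17 libraries. Sequencing depth is unknown, and a shallower library gives fewer summits.

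The first question was whether the amount of accessible chromatin found differed between groups. Case libraries had fewer summits than Ctrl libraries by a mean difference of −8145, which was within the spread between mice (exact permutation test, 2-sided, p = 0.147, adjusted over 13 tests 0.273). The difference between Dapa and Case was 3275 (exact permutation p = 0.474, adjusted 0.616), and that between Dapa and Ctrl was −4870 (exact permutation p = 0.299, adjusted 0.485). Leaving out 1 mouse moved these differences most. Without Ctrl 2 they were −5341 between Case and Ctrl (exact permutation p = 0.314) and −2066 between Dapa and Ctrl (exact permutation p = 0.629), and the difference between Dapa and Case ran from 1502 (without Dapa 7) to 6074 (without Case 5). With scores of at least 5 the difference between Dapa and Ctrl was −5051 (exact permutation p = 0.0476). Scores depend on depth, which is unknown, so this value cannot be told apart from a difference in depth.

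In lists of equal length, 43.9% ± 0.224 of summits lay within 1 kb of a transcription start in Ctrl (SD, n = 5), against 41.6% ± 1.25 in Case (SD, n = 6) and 42.1% ± 1.5 in Dapa (SD, n = 6). All 6 Case mice and 5 of 6 Dapa mice lay below the lowest Ctrl mouse. The difference between Case and Ctrl was −2.30 percentage points (exact permutation test, 2-sided, p = 0.00433, the smallest this design can give), and that between Dapa and Ctrl was −1.89 (exact permutation p = 0.00866). Adjusted over the 3 comparisons of this measure both gave 0.0130, and adjusted over all 13 single-value tests both gave 0.0563, above the threshold. Dapa and Case differed by 0.408 percentage points (exact permutation p = 0.610). With 1 mouse left out, that difference ran from 0.0405 (without Case 2) to 0.822 (without Dapa 9). The choice of list changed the direction, but the lists compared next were no longer of equal length. Over all summits the difference between Case and Ctrl was 2.35 percentage points (exact permutation p = 0.303) and that between Dapa and Ctrl was 0.674 (exact permutation p = 0.684). It also changed direction among summits in regions shared by at least 2 libraries, at 1.81 between Case and Ctrl (exact permutation p = 0.299).

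**Figure D1:**
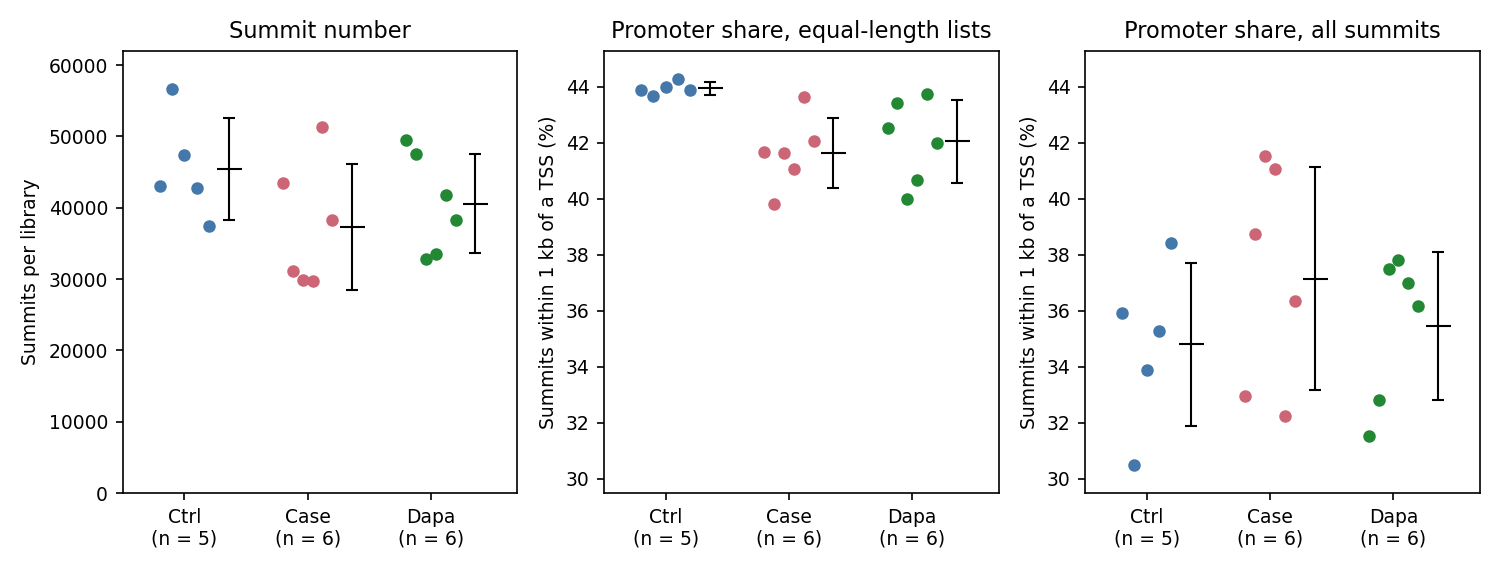
Summits per library and the percentage of summits within 1 kb of a transcription start (TSS), in equal-length lists and in all summits; points are mice, and bars show the mean ± SD of each group. In equal-length lists the Ctrl mice lie between 43.7% and 44.3% and all 6 Case mice lie below them, whereas over all summits the groups overlap.

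The next question was whether mice of the same group shared more accessible sites than mice of different groups. The mean Jaccard index was 0.545 within Ctrl (10 pairs, 0.494 to 0.607), 0.374 within Case (15 pairs, 0.276 to 0.519) and 0.434 within Dapa (15 pairs, 0.378 to 0.513). Between groups it was 0.419 for Case and Ctrl, 0.404 for Dapa and Case, and 0.460 for Dapa and Ctrl. Case mice thus overlapped less with each other than with Ctrl mice, and so did Dapa mice. The tested excess pools the within-group pairs of both groups, so in comparisons with Ctrl it rests on the Ctrl pairs. It does not show that db/db mice share more sites with their own group. The excess of overlap within over between groups was 0.0227 for Case and Ctrl (exact permutation test, 2-sided, p = 0.126, adjusted over 13 tests 0.272), 0.000202 for Dapa and Case (exact permutation p = 0.732, adjusted 0.793) and 0.0184 for Dapa and Ctrl (exact permutation p = 0.0736, adjusted 0.272). Leaving out Ctrl 2 turned the excess for Case and Ctrl to −0.000812, whereas leaving out any 1 Case mouse raised it to between 0.0344 and 0.0479 (exact permutation p = 0.0159 each). Among the 14851 strongest summits of each list the excess was 0.0251 for Case and Ctrl (exact permutation p = 0.0476) and 0.0251 for Dapa and Ctrl (exact permutation p = 0.0303).

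A further question was whether the lists of treated mice lay closer to those of healthy mice than the lists of untreated db/db mice did. The mean overlap of a db/db mouse with the 5 Ctrl mice was 0.460 ± 0.0433 in Dapa (SD, n = 6) and 0.419 ± 0.0865 in Case (SD, n = 6), a difference of 0.0408 that was within the spread between mice (exact permutation test, 2-sided, p = 0.335, adjusted over 13 tests 0.485). Case 3 had the lowest overlap with Ctrl, 0.288, and without it the difference was 0.0145 (exact permutation p = 0.654), whereas without Case 5 it was 0.0615 (exact permutation p = 0.143).

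**Figure D2:**
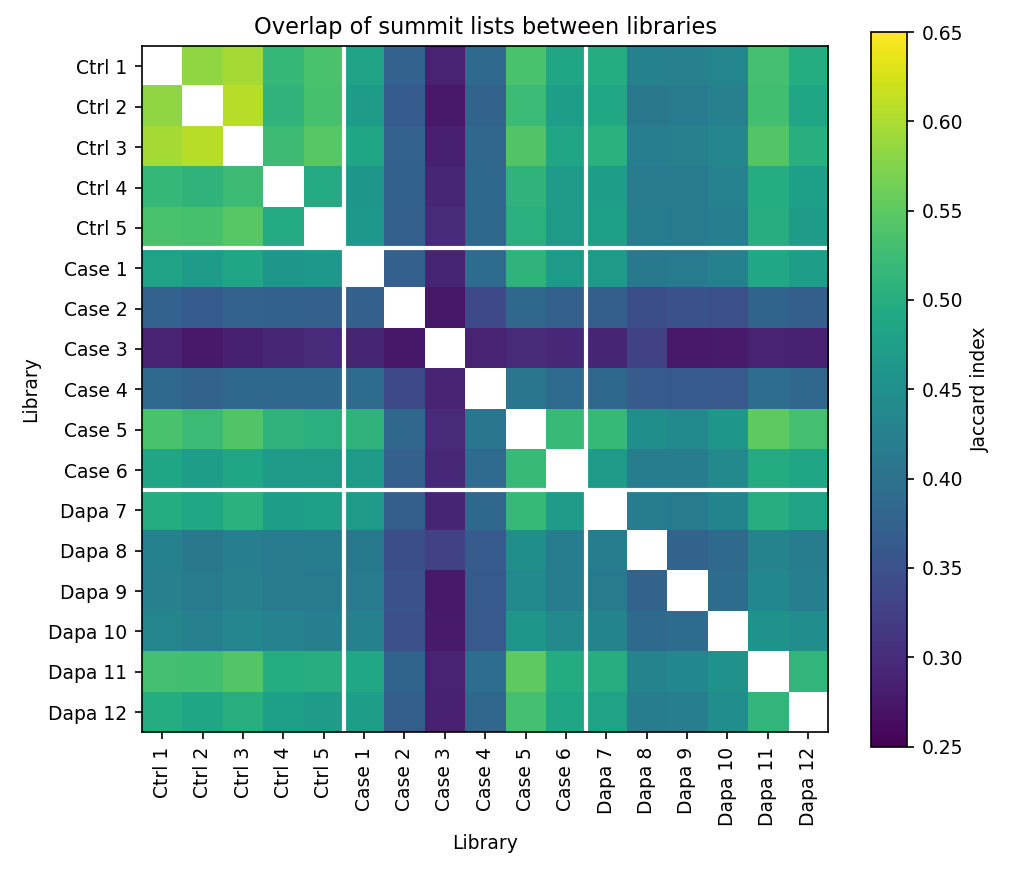
Jaccard index between the equal-length summit lists of each pair of the 17 libraries, with white lines separating the groups. Pairs of Ctrl mice have the highest mean index (0.545), and Case 3 has the lowest mean index with the other 16 libraries (0.290).

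Merging the lists gave 116525 regions, of which 55.0% were found in 1 library only. The 52404 regions found in at least 2 libraries had a median width of 640 bp, and 7874 of them (15.0%) were present in all 17 libraries. These regions served to ask where chromatin accessibility differed between healthy and diabetic kidneys. For Case against Ctrl, 11393 regions were tested and 0 passed the adjusted threshold (Fisher's exact test, 2-sided, smallest adjusted p 0.133). At an unadjusted p under 0.05 there were 1166 regions, 100 present more often in Case and 1066 less often. Present in every mouse of 1 group and none of the other were 186 regions, 3 higher and 183 lower in Case, where 11.9 are expected by chance. Passing the threshold would have needed 494 regions with the smallest attainable p of 0.00216 (exact). Only the 14851 strongest summits of each list gave 539 regions, the largest change as a ratio, and leaving out Ctrl 4 raised the count to 2137, the largest change in number, Ctrl 5 to 1955 and Case 5 to 1798.

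The regions named for this comparison did not pass the threshold. They had an exact p of 0.00216 and an adjusted p of 0.133. Higher in Case were a region at chromosome 7, 12178145 to 12178873 (mm10), in the untranslated region of Vmn1r79 (6 of 6 Case, 0 of 5 Ctrl and 3 of 6 Dapa mice), and a region at chromosome 1, 85067930 to 85069055, in an intron of C130026I21Rik (6 of 6 Case, 0 of 5 Ctrl and 6 of 6 Dapa mice). Both have 4 near-identical copies elsewhere in the reference genome. Lower in Case were a region at chromosome 8, 75513714 to 75514315, in an intron of Iqcm (0 of 6 Case, 5 of 5 Ctrl and 2 of 6 Dapa mice), and an intergenic region at chromosome 4, 75234475 to 75235059, 43515 bp from the transcription start of Dmac1 (0 of 6 Case, 5 of 5 Ctrl and 5 of 6 Dapa mice), which has 1 other copy.

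The effect of dapagliflozin within db/db mice was addressed by comparing Dapa with Case. Of 7240 regions tested, 0 passed the adjusted threshold (Fisher's exact test, 2-sided, smallest adjusted p 1), and 87 had an unadjusted p under 0.05, 71 of them higher and 16 lower in Dapa. Separating the groups completely were 4 regions, all higher in Dapa, where 5.14 are expected by chance. Passing the threshold would have needed 314 regions at the smallest p. Leaving out any 1 mouse moved the count of 87 to between 141 (without Dapa 11) and 265 (without Case 5). The named regions had an adjusted p of 1. Those higher in Dapa lay in an exon of Gm35549 (chromosome 9, 122837579 to 122838169) and 707 bp from a transcription start of Ddo (chromosome 10, 40629041 to 40629614), each present in 6 of 6 Dapa and 0 of 6 Case mice (exact p = 0.00216). Those lower in Dapa were intergenic, at chromosome 11, 18331847 to 18332505 (nearest Gm12020), present in 0 of 6 Dapa and 5 of 6 Case mice, with 1 other copy, and at chromosome 5, 146666355 to 146666965 (nearest 4930573C15Rik), present in 1 of 6 Dapa and 6 of 6 Case mice (exact p = 0.0152 for both).

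Dapa against Ctrl gave 0 of 10893 regions past the adjusted threshold (Fisher's exact test, 2-sided, smallest adjusted p 0.184) and 853 at an unadjusted p under 0.05, 133 higher and 720 lower in Dapa. Separating the groups completely were 128 regions, 19 higher and 109 lower, where 11.2 are expected by chance, and 472 would have been needed. Leaving out Ctrl 4 raised the count to 1695, Ctrl 5 to 1510, Dapa 11 to 1340 and Ctrl 1 to 1291. The named regions (exact p = 0.00216, adjusted 0.184) were intergenic. Higher in Dapa were chromosome 1, 118741085 to 118741742, nearest Gm23497 (6 of 6 Dapa, 0 of 5 Ctrl and 4 of 6 Case mice) and chromosome 7, 45299644 to 45300710, 5257 bp from a transcription start of Trpm4 (6 of 6 Dapa, 0 of 5 Ctrl and 1 of 6 Case mice). Lower in Dapa were chromosome 18, 90152858 to 90153419, nearest Gm23859 (0 of 6 Dapa, 5 of 5 Ctrl and 1 of 6 Case mice) and chromosome 17, 58650214 to 58650850, nearest Gm5815 (0 of 6 Dapa, 5 of 5 Ctrl and 0 of 6 Case mice), which has 10 other copies.

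With Case and Dapa pooled by genotype, 0 of 27391 regions passed the adjusted threshold (Fisher's exact test, 2-sided, smallest adjusted p 0.0851), and 2548 had an unadjusted p under 0.05, 333 higher and 2215 lower in the 12 db/db mice. Completely separated were 52 regions, 1 higher and 51 lower, where 0.694 are expected by chance, and 89 would have been needed at the smallest p of 0.000162 (exact). Leaving out Ctrl 2 moved the count to 1285, Ctrl 3 to 1290 and Ctrl 1 to 1429. The region in C130026I21Rik was present in 12 of 12 db/db and 0 of 5 Ctrl mice (exact p = 0.000162, adjusted 0.0851). An intergenic region at chromosome 13, 66541082 to 66542305, nearest Gm48351 and with 3 other copies, was present in 11 of 12 db/db and 0 of 5 Ctrl mice (exact p = 0.000970, adjusted 0.164). The region on chromosome 17 named above and a region in an intron of Gpc5 (chromosome 14, 116317432 to 116317998) were present in 0 of 12 db/db and 5 of 5 Ctrl mice (exact p = 0.000162, adjusted 0.0851).

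The study looked for changes that dapagliflozin reverses. By the presence of summits, 1173 regions differed by at least 0.5 between Case and Ctrl and by at least 0.5 in the opposite direction between Dapa and Case, 465 higher and 708 lower in Case. As many or more were found in 14 of 100 splits of the 12 db/db mice, the real one included, and the other splits had a median of 727. A required difference of 0.67 left 29 regions. Leaving out Case 3 gave 693, Case 4 gave 699 and Case 2 gave 769.

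The 3 candidate genes of the study were then examined. Isg15 (ENSMUSG00000035692.6, chromosome 4, 156199424 to 156200818) had no summit in its window in any of the 17 libraries, nor in their complete lists. A window reaching 10 kb to each side held a summit in all 17. In the equal-length lists these summits lay at 156192605 to 156198115, downstream of the gene, which is on the minus strand. Btla (ENSMUSG00000052013.15, chromosome 16, 45224315 to 45257670) had a summit in Case 4 and in Dapa 12 only (exact p = 1 in each comparison). Csf2rb (ENSMUSG00000071713.6, chromosome 15, 78325752 to 78353847) had a summit in 3 of 6 Case, 1 of 6 Dapa and 0 of 5 Ctrl mice. For Case against Ctrl this gave an exact p of 0.182 (Fisher's test, 2-sided), or 0.545 adjusted over the list alone. For Dapa against Case the exact p was 0.545, and for Dapa against Ctrl it was 1. With 10 kb to each side, Csf2rb had a summit in 4 of 6 Case, 2 of 6 Dapa and 0 of 5 Ctrl mice. For Case against Ctrl this gave an exact p of 0.0606 (Fisher's test, 2-sided), or 0.182 adjusted. Within 1 kb of a transcription start it had one in 1 of 6 Case mice and in no Dapa or Ctrl mouse. In the complete lists Csf2rb had a summit in 5 of 5 Ctrl, 6 of 6 Case and 4 of 6 Dapa mice, so that its summits in Ctrl ranked below the first 29702. Slc5a2 (ENSMUSG00000030781.13, chromosome 7, 128265657 to 128272430), described beside them without a test, had a summit in 4 of 5 Ctrl, 1 of 6 Case and 4 of 6 Dapa mice, and in the complete lists in 5 of 5, 3 of 6 and 5 of 6.

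**Figure D3:**
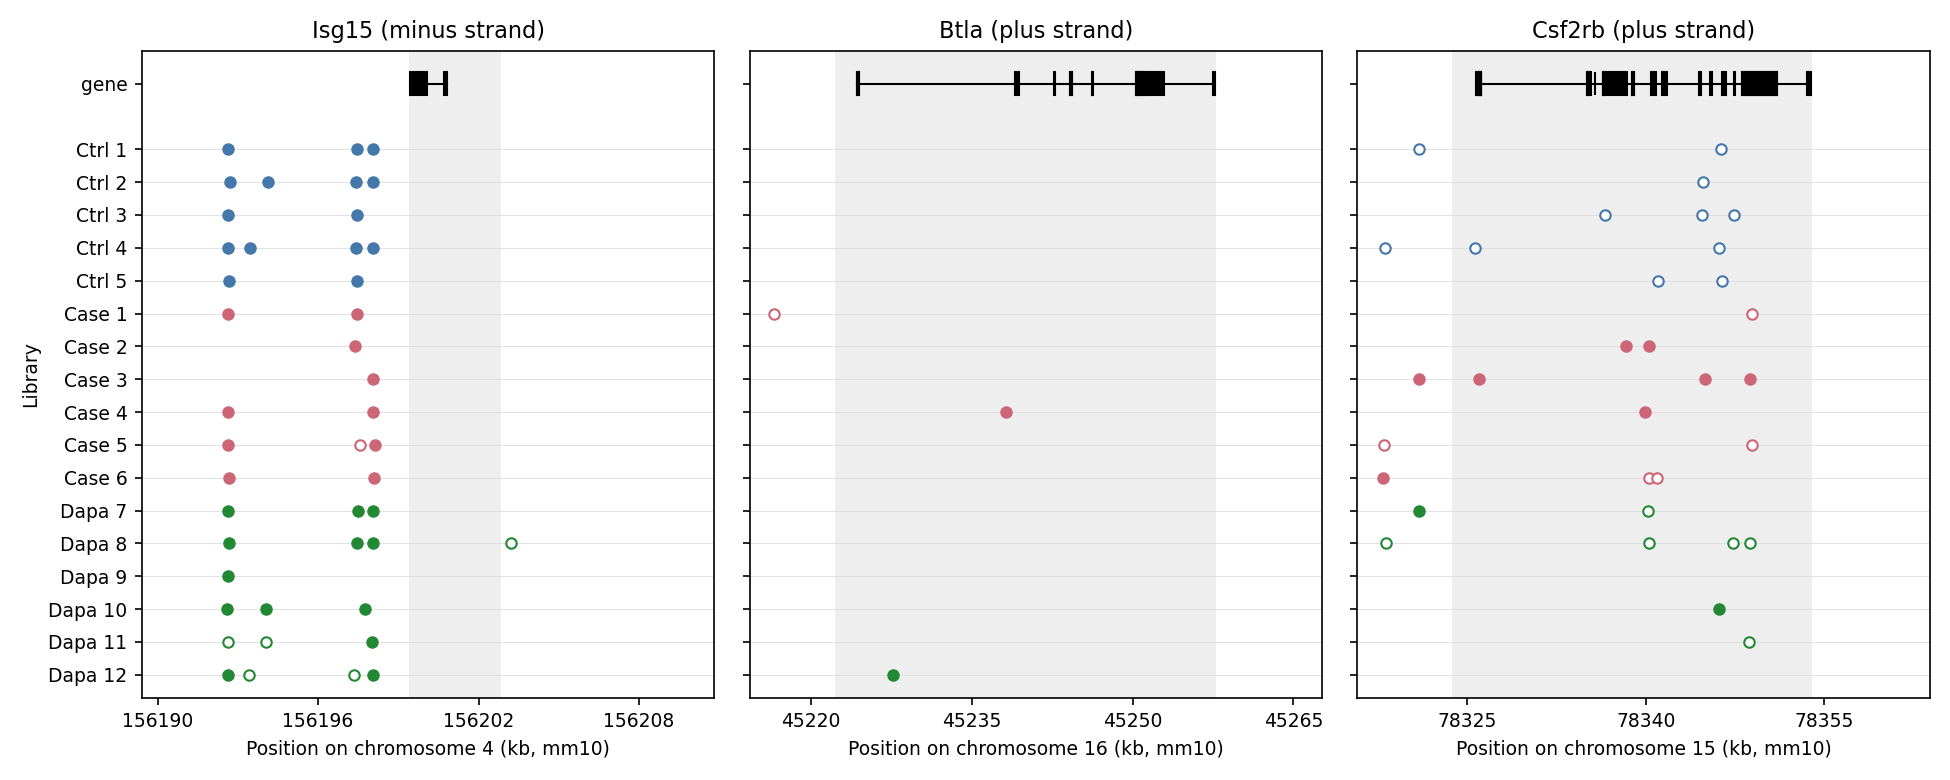
Summits around Isg15, Btla and Csf2rb in the 17 libraries, by position in kb (mm10); filled points belong to the equal-length lists, open points to the complete lists only, grey marks the gene window, and exons are drawn as boxes. No summit lies in the Isg15 window, 2 libraries have a summit in the Btla window, and at Csf2rb the filled points are found in 3 Case and 1 Dapa mice.

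Interferon response and antigen presentation are pathways that the study names. A summit lay within 1 kb of a transcription start for 45.1% ± 5.32 of the 39 genes in Ctrl (SD, n = 5), 58.1% ± 9.82 in Case (SD, n = 6) and 56.8% ± 5.48 in Dapa (SD, n = 6). The difference between Case and Ctrl was 13 percentage points (exact permutation test, 2-sided, p = 0.0433, adjusted over 12 tests 0.225), with 4 of 6 Case mice above every Ctrl mouse. The difference between Dapa and Ctrl was 11.7 (exact permutation p = 0.0130, adjusted 0.156), with 5 of 6 Dapa mice above every Ctrl mouse. Dapa and Case differed by −1.28 (exact permutation p = 0.855, adjusted 0.887). These differences did not pass the threshold after adjustment, and over all summits those from Ctrl shrank to 2.39 for Case (exact permutation p = 0.727) and 3.68 for Dapa (exact permutation p = 0.424). With 1 mouse left out, the unadjusted exact permutation p for Case against Ctrl was 0.05 or more in 7 of 11 fits, up to 0.0952 without Ctrl 1 or Ctrl 2.

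The leukocyte list gave 4.80% ± 3.35 in Ctrl (SD, n = 5), 12.0% ± 14.1 in Case (SD, n = 6) and 8.00% ± 8.39 in Dapa (SD, n = 6). The kidney epithelium list gave 62.4% ± 6.07 in Ctrl (SD, n = 5), 56.0% ± 10.1 in Case (SD, n = 6) and 57.3% ± 4.84 in Dapa (SD, n = 6). The housekeeping list gave 91.0% ± 2.24 in Ctrl (SD, n = 5), 85.0% ± 7.07 in Case (SD, n = 6) and 93.3% ± 4.08 in Dapa (SD, n = 6). In equal-length lists the smallest p among these 3 lists was that of the housekeeping list for Dapa against Case, with a difference of 8.33 percentage points (exact permutation p = 0.0563, adjusted 0.225). Over all summits the kidney epithelium list differed more from Ctrl than in equal-length lists, by −17.5 percentage points in Case (exact permutation p = 0.0130, adjusted 0.0779, 5 of 6 mice below every Ctrl mouse) and −15.5 in Dapa (exact permutation p = 0.00433, the smallest possible, adjusted 0.0519, 6 of 6 below). In equal-length lists these differences were −6.40 (exact permutation p = 0.312) and −5.07 (exact permutation p = 0.242). The leukocyte difference between Dapa and Case, −4.00, turned to 1.60 without Case 3. That between Case and Ctrl, 7.20, fell to 1.60 without Case 3, and that between Dapa and Ctrl, 3.20, fell to 0 without Dapa 8.

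**Figure D4:**
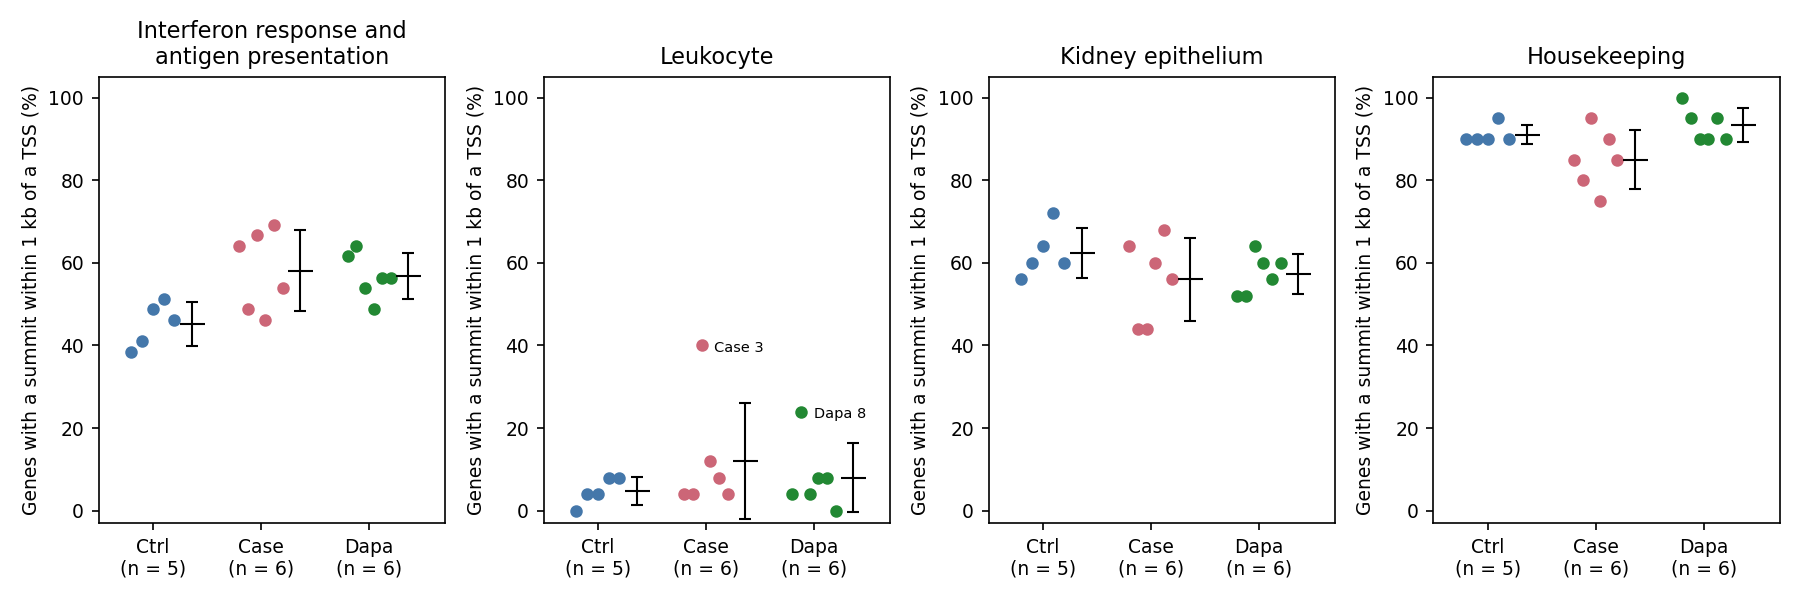
Percentage of the genes of 4 lists with a summit within 1 kb of a transcription start (TSS) in equal-length lists; points are mice, and bars show the mean ± SD of each group. On the interferon list 9 of 12 db/db mice lie above the highest Ctrl value (51.3%), and on the leukocyte list Case 3 (40.0%) and Dapa 8 (24.0%) lie apart.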

Values the study reported

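The study reported a body weight of 22.9 ± 2.9 g in Ctrl, 47.8 ± 9.2 g in Case and 55.3 ± 1.7 g in Dapa mice. Blood glucose was 3.9 ± 0.7 mM in Ctrl, 22.7 ± 4.9 mM in Case and 11.8 ± 2.0 mM in Dapa mice. Serum creatinine was 51.1 ± 2.8 µM in Ctrl, 63.7 ± 6.0 µM in Case and 53.4 ± 5.0 µM in Dapa mice. The urinary albumin creatinine ratio was 0.0011 ± 0.0003 in Ctrl, 0.0037 ± 0.0006 in Case and 0.0024 ± 0.0004 in Dapa mice.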

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

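The tests of the Y share of Case 2 and of the regions shared by Case 3 and Dapa 8, against leukocyte genes and against GC content, were chosen only after the result was seen. Of 41 groups of values examined for a mouse far from the others, 5 had one, and chance alone gives about 2.05.

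Case 2 lay apart from the other Case mice in its share of summits on the sex chromosomes. In equal-length lists, 1.9965% of its summits were on X, against 1.11% to 1.38% in the other Case mice, and 0.61612% were on Y, against 0.162% to 0.273%. Background summits spread over the genome would raise the share only among summits that no other library has. On Y, Case 2 had 0.291% among summits in regions of at least 2 libraries, against 0.160% to 0.266% in the other Case mice, and kept 19% of its excess over their mean. Among its summits found in no other library the Y share was 1.66%, so background may account for most of the Y excess. On X it had 1.68% among summits in regions of at least 2 libraries, against 1.13% to 1.41%, and kept 53.3% of its excess, while its summits found in no other library had 3.01%. The gap on X was no longer past the critical value, so with 5 other mice background as the whole cause cannot be told apart from a further cause. A Ctrl mouse under a Case label was tested with 28 regions present more often in db/db mice, defined without Case 2. It held 57.1% of them, against 0% to 14.3% in the Ctrl mice and 75.0% to 96.4% in the other db/db mice. All mice but Case 2 were used to choose these regions, so their ranges are set apart by the choice. A share below that of the other db/db mice therefore does not show that Case 2 departs from them. Of 509 regions present less often in db/db mice Case 2 held 12.4%, against 74.3% to 98.4% in the Ctrl mice and 1.57% to 13% in the other db/db mice. This argues against a Ctrl mouse. An exchange between Case and Dapa mice was not tested and stays open, as does a difference between mice. Dapa 9 was not set apart from its group but had a similar pattern. Its shares in equal-length lists, 1.85% on X and 0.508% on Y, were the highest among the Dapa mice. Among its summits found in no other library they were 2.93% and 1.36%, so the pattern was not confined to Case 2. The Case 2 values are 2 of the 5 values set apart and come from related measures.

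Case 3 and Dapa 8 lay apart on the leukocyte list. Case 3 had a promoter summit at 40.0% of the 25 genes, against 4.00% to 12.0% in the other Case mice, and Dapa 8 at 24.0%, against 0% to 8.00% in the other Dapa mice. All 6 genes found in Dapa 8 were among the 10 found in Case 3. Of the list, 3 genes had a promoter summit in any Ctrl library, 2 were picked by the study from these mice, and 0 are in another list. These libraries also shared 925 regions that no other library had. The median over the 136 pairs of libraries was 73.5 such regions and the next highest pair had 321. Some of them lie at the leukocyte promoters that set these mice apart, so the genes with a promoter summit in either mouse, and the regions within 50 kb of them, were left out. Within 50 kb of a transcription start of the 15 other genes lay 5 of the 920 regions left (0.543%), against 0.0875% of the 11432 other regions found in 2 libraries (Fisher's exact test, 2-sided, p = 0.00362). The genes near them, named after their values were seen, were Cd52, Itgam and Itgb2. High GC content was shared by both libraries and by Case 4, at 52.5%, 52.6% and 52.4% outside promoters. Case 4 and Case 3 shared 321 regions found in no other library and Case 4 and Dapa 8 shared 137, fewer than 925 but above the median. The 925 regions had a GC content of 52.3%, against 51.1% in the other regions found in 2 libraries. Case 4 is a single library, so a part for GC content cannot be told apart. A candidate explanation is a larger share of leukocytes in these samples, from the tissue or from its dissection. Case 3 had no promoter summit at Ptprc, C1qa, C1qb, C1qc or Lyz2, genes abundant in leukocytes, so the list is seen only in part. Inflammation of the kidney, blood left in the tissue and a nearby lymph node cannot be separated with these lists and stay open.

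Ctrl 4 had a promoter summit at 95.0% of the housekeeping genes and each of the other Ctrl mice at 90%. The list has 20 genes, so the difference is a single gene, and no biological explanation was tested.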

How the results depend on the processing

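None of the alternatives reported in this part was chosen after the result was seen, and those for the summit scores were set aside as described at its end. Over 36 results, 573 alternative values were computed, of which 371 kept their direction and their side of the threshold (or stayed within 1.5 times for a count), 3 became weaker, 15 stronger, 22 reversed and 5 moved. Another 76 had a difference of 0 under the main or the alternative setting and so no direction to keep, among them Csf2rb between Case and Ctrl and the leukocyte list between Dapa and Case, which both fell to 0 over all summits. The threshold in these counts is an unadjusted p under 0.05 for summit number, promoter share and overlaps, and an adjusted p under 0.05 for candidate genes and gene lists. By the unadjusted p the interferon list is less stable: of 14 alternatives it rose to 0.05 or more in 8 for Case and Ctrl and in 1 for Dapa and Ctrl. In the other lists it fell under 0.05 in 1 alternative each for kidney epithelium in Case and in Dapa against Ctrl, and for housekeeping in Case against Ctrl and in Dapa against Case. A further 80 are counts of regions past the adjusted threshold, which were 0 in all 4 comparisons under every alternative that was run and cannot show stability, and 1 is the count of reversed regions in at least 3 libraries. Requiring 3 libraries removed no tested region, and testing all consensus regions added only regions that cannot reach p under 0.05, so neither says anything about stability. The counts at an unadjusted p under 0.05 did change.

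The promoter share depended most on the list. Over all summits the differences were 2.35 for Case and Ctrl, −1.68 for Dapa and Case and 0.674 for Dapa and Ctrl, each reversed. Within 3 kb those from Ctrl weakened to −1.88 (exact permutation p = 0.0563) and −1.40 (exact permutation p = 0.0996). Among the 14851 strongest summits of each list Dapa and Case differed by −0.00561, while the differences from Ctrl were larger, −3.08 for Case (exact permutation p = 0.00433, the smallest possible) and −3.09 for Dapa (exact permutation p = 0.0346). Complete lists differ in length. Their promoter share was 41.1% in the shortest (Case 4, 29702 summits) and 30.5% in the longest (Ctrl 2, 56659 summits). The reversal over all summits cannot be told apart from list length, and its cause was not tested further. With scores of at least 5, the summit number of Dapa and Ctrl differed by −5051 (exact permutation p = 0.0476), and the cause was not tested. A fixed score cutoff is not comparable between lists of unknown depth. Without the score limit and with 1 mouse left out, the difference ran from −6880 to −2066 (without Ctrl 2).

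Overlap within against between groups crossed the unadjusted threshold among the 14851 strongest summits for Case and Ctrl (0.0251, exact permutation p = 0.0476) and for Dapa and Ctrl (0.0251, exact permutation p = 0.0303), and the cause was not tested. Over all summits the value for Dapa and Case was −9.64e-05. Across the fits that each left out 1 mouse it ran from −0.000812 to 0.0479 for Case and Ctrl, from −0.00687 to 0.0138 for Dapa and Case, and from 0.00276 to 0.0334 for Dapa and Ctrl. Leaving out any Case mouse in the first and any Dapa mouse in the last gave an exact permutation p of 0.0159. The average over all within-group pairs gives the larger group more weight, and Ctrl pairs overlap most, so removing a db/db mouse raises the value by construction.

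Using only the 14851 strongest summits moved the counts at an unadjusted p under 0.05 to 539 for Case and Ctrl, 43 for Dapa and Case, 438 for Dapa and Ctrl and 1242 for db/db and Ctrl, where fewer regions were tested. Over all summits they were 1569 (44 higher and 1525 lower), 82 (61 and 21), 1118 (78 and 1040) and 3474 (180 and 3294). Extensions of 100 and 500 bp gave 1189 and 1134 for Case and Ctrl, 92 and 89 for Dapa and Case, 881 and 821 for Dapa and Ctrl and 2620 and 2465 for db/db and Ctrl, and autosomes alone gave 1047, 86, 767 and 2342. With the strongest summits the share of higher regions rose from 8.58% to 22.1%, from 15.6% to 26.9% and from 13.1% to 26.8% in the 3 comparisons with Ctrl, and was 2.80%, 6.98% and 5.18% over all summits. With 1 mouse left out, the counts at an unadjusted p under 0.05 ran from 1392 to 2137, from 141 to 265, from 1064 to 1695 and from 1285 to 2642. Reversed regions numbered 529 among the 14851 strongest summits and 29 with a difference of 0.67, and from 693 to 1446 with 1 mouse left out.

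Over all summits Csf2rb reversed between Dapa and Ctrl (a difference in presence of −0.333), as did the interferon list between Dapa and Case (1.28) and the housekeeping list between Dapa and Ctrl (−1.83, and −2 among the 14851 strongest summits). The cause was not tested. With 1 mouse left out, the difference between Dapa and Case ran from −3.68 to 0.940 for the interferon list, with a change of direction without Case 3, Case 5 or Dapa 10. It ran from −1.07 to 3.73 for the kidney epithelium list, turning without Case 2 or Case 3, and from −7.20 to 1.60 for the leukocyte list, turning without Case 3. None of these list results passed the adjusted threshold in any of these fits.

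Ctrl and Case mice share the numbers 1 to 5, but the numbers do not pair the mice: the correlations of same-numbered mice around their group means ran from −0.0620 to 0.0156. With a replicate block, the promoter share differed by −2.39 percentage points, and the exact p of 0.0625 is the smallest that 5 pairs can give. For the same reason 0 regions could pass under the replicate block, with 20 present in Case and not Ctrl in all 5 pairs and 260 the other way.

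Median summit scores were to be compared between groups, and the tests were computed before being set aside because scores of different lists are not comparable at unknown depth. The exact permutation p-values were 0.0996 for Case and Ctrl, 0.907 for Dapa and Case and 0.117 for Dapa and Ctrl, and with scores of at least 5 they were 0.0130, 0.825 and 0.0130. Leaving these 3 tests out of the family would have brought the adjusted promoter share under the threshold, so they were kept in it. Unknown depth limits every count of summits and every absence of a summit.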

Other observations

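The tests of the interferon list against leukocytes and against promoter detection, of weaker signal in db/db libraries, of promoters among the strongest summits, of weak summits on Y, and of crowding among the regions higher in db/db mice were chosen only after the result was seen, as were the comparisons of second copies with other tested regions, the Lepr region and the interferon genes named here.

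Other splits of the mice were set against the counts of regions at an unadjusted p under 0.05. For Case and Ctrl, 1 of 100 splits, the real one, gave as many as 1166, and the other splits had a median of 123 and a highest count of 624. For Dapa and Ctrl it was 1 of 100 (median of the others 140, highest 612), and for db/db and Ctrl 1 of 100 (median 433, highest 1580). For Dapa and Case, 29 of 100 splits gave as many as 87. For regions reversed by dapagliflozin, 14 of 100 splits of the 12 db/db mice gave as many as 1173. The Ctrl libraries therefore differed from the db/db libraries as a group, whereas a difference between Dapa and Case was not detectable with these lists. Diabetes, background strain and any processing that went with them stay open for the former.

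Most regions that separated db/db from Ctrl mice were lower in db/db. A candidate explanation is weaker signal in the db/db libraries, which would lose weak regions first. The share of higher regions at an unadjusted p under 0.05 rose from 13.1% to 26.8% when only the 14851 strongest summits of each list were used, and rose in both other comparisons with Ctrl. This is consistent with weaker signal for part of the pattern, although lower regions remained the majority.

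If variants of the BKS strain caused the differences, the regions would crowd into blocks. All 2548 regions together had 0.790 times the pairs per 5-Mb window of matched draws (permutation p = 1), so no crowding was seen in the whole set. Most of them, 2215, were lower in db/db, and those had 0.823 times as many pairs. The draws were matched only on the number of libraries, not on position. Blocks in part of the set could therefore be hidden, and strain variants cannot be excluded. The 333 higher regions had 2.05 times as many (permutation p = 0.000999, the smallest that 1000 draws can give), with 12 between 85 and 90 Mb on chromosome 1 and 11 between 145 and 150 Mb on chromosome 4. Among regions with an unadjusted p under 0.01, 52.4% of the 63 higher ones had a near-identical second copy, against 14.5% of the 902 lower ones (Fisher's exact test, 2-sided, p = 2.17e-11) and 13.2% of 1000 other autosomal regions (p = 1.62e-12). Copy number or sequence of duplicated segments that differ between strains may therefore explain part of the higher regions. Strain and disease are one factor here, and reads were not analysed.

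The promoter share was lower in db/db than in Ctrl in equal-length lists. If summits found in a single library caused this, the difference would vanish without them. Among summits in regions of at least 2 libraries it was 1.81 percentage points for Case and Ctrl, in the opposite direction. Without the summits found once the lists are no longer of equal length, so this change cannot be told apart from list length. Regions found in no other library made up 17.7% ± 9.93 of each Case list (SD, n = 6), 13.3% ± 4.75 in Dapa (SD, n = 6) and 7.43% ± 2.75 in Ctrl (SD, n = 5), so summits found once are a candidate cause in equal-length lists. Among the 14851 strongest summits, where the differences were −3.08 for Case and −3.09 for Dapa, they were −1.34 (exact permutation p = 0.329) and −2.70 (exact permutation p = 0.0563) in regions of at least 2 libraries. Summits found in no other library were 3.69% ± 4.44 of these in Case (SD, n = 6), 1.04% ± 0.718 in Dapa (SD, n = 6) and 0.234% ± 0.101 in Ctrl (SD, n = 5). Leaving them out raised the promoter share of a Dapa mouse by at most 1.03 percentage points, which argues against them as the cause in Dapa. In Case they may explain part. The rise was 2.81 in Case 2, 5.84 in Case 3 and 1.89 in Case 4, and at most 0.275 in the other Case mice, whose share of 57.1% (Case 1), 58.1% (Case 5) and 57.4% (Case 6) lay below the lowest Ctrl share of 59.1%. Dapa 8 had a share of 62.2%, above the highest Ctrl share of 62.0% (Ctrl 4). The other Dapa mice had 55.6% (Dapa 12) to 58.0% (Dapa 7). What lowers the share in Case 1, Case 5, Case 6 and the Dapa mice other than Dapa 8 stays open.

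Promoters of the interferon list had a summit more often in db/db mice, for 20 genes, and less often for 2, with 17 equal. Ifit3 had one in 0 of 5 Ctrl, 4 of 6 Case and 4 of 6 Dapa mice. Ifit3b, on the same list, had one in 3 of 5 Ctrl, 6 of 6 Case and 6 of 6 Dapa mice. Near-identical copies were not tested for the genes of this list, so a part for copies that differ between strains stays open. The H2 haplotype of the background strain was tested by leaving out the 9 genes on chromosome 17. The difference between Case and Ctrl was then 12.7 percentage points (exact permutation p = 0.0346) and that between Dapa and Ctrl 12.1 (exact permutation p = 0.00866), which argues against H2 as the cause. Of the 9 db/db mice above every Ctrl mouse, 7 had a leukocyte list value within the Ctrl range, which gives no sign of leukocytes. That list is near 0 in most mice, so a small share of leukocytes cannot be told apart from none. Better detection of promoters could raise the promoter share in the lists that show the pattern. There it differed by −2.30 for Case (exact permutation p = 0.00433, the smallest possible) and −1.89 for Dapa (exact permutation p = 0.00866). That share also depends on the other summits of a list. Regions found in no other library made up 17.7% of Case lists and 7.43% of Ctrl lists, so a lower share cannot exclude better detection. Over all summits the promoter share differed by 2.35 (exact permutation p = 0.303), and there the interferon difference was 2.39. The interferon difference did not pass adjustment. Leukocytes, better detection of promoters and a true difference in these promoters all stay open.

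The X chromosome had a lower share of summits in db/db mice. The X share in equal-length lists was 1.77% ± 0.179 in Ctrl (SD, n = 5), 1.39% ± 0.319 in Case (SD, n = 6) and 1.32% ± 0.284 in Dapa (SD, n = 6), with exact permutation p = 0.0606 for Case and 0.0173 for Dapa against Ctrl, or 0.121 and 0.104 adjusted over 6 tests. A longer tail of weak summits in Ctrl would make the difference vanish among strong summits. Among the 14851 strongest summits of each list it was −0.604 for Case and −0.710 for Dapa (exact permutation p = 0.00433 each, the smallest possible, adjusted 0.0130), which argues against that explanation for X. The Y share differed by −0.164 for Case (exact permutation p = 0.0866, adjusted 0.130) and −0.196 for Dapa (exact permutation p = 0.0346, adjusted 0.104), and among the strongest summits by −0.115 (exact permutation p = 0.160, adjusted 0.192) and −0.184 (exact permutation p = 0.0346, adjusted 0.0693). Weak summits therefore cannot be told apart as a cause on Y. Near-identical copies were tested next. Of lower regions on X and Y, 53.8% had a second copy, against 8.56% of those on autosomes (Fisher's exact test, 2-sided, p = 5.51e-29). Other tested regions on X and Y had one in 44.0% (Fisher's exact p = 0.0545), so copies cannot be told apart from the general make-up of these chromosomes.

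Lepr, the gene mutated in db/db mice, held 2 consensus regions, and only the following region is described. This region, in an intron (chromosome 4, 101769188 to 101770365), was looked at because of the genotype and lies outside the naming rule. It was present in 0 of 5 Ctrl, 5 of 6 Case and 3 of 6 Dapa mice (Fisher's exact test, 2-sided, p = 0.0294, unadjusted), in 2 of 5, 5 of 6 and 5 of 6 in the complete lists (exact p = 0.117), and in no mouse among the 14851 strongest summits. A haplotype carried with the mutation would make nearby regions differ more often. Of 130 tested regions within 5 Mb, 3.08% had an unadjusted p under 0.05, against 9.33% elsewhere (Fisher's exact test, 2-sided, p = 0.00953). This argues against a haplotype that makes nearby regions differ in general. The test counted both directions together, and 2215 of all 2548 regions at that p were lower in db/db, whereas the Lepr region was higher. A haplotype that only adds regions therefore cannot be decided on and stays open.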
